# Microinjection induces changes in the transcriptome of bovine oocytes

**DOI:** 10.1038/s41598-020-67603-4

**Published:** 2020-07-08

**Authors:** Minjie Tan, Helena T. A. van Tol, Michal Mokry, Tom A. E. Stout, Bernard A. J. Roelen

**Keywords:** Cell biology, Biological techniques, Sequencing, Developmental biology, Embryology

## Abstract

Gene knockdown techniques are widely used to examine the function of specific genes or proteins. While a variety of techniques are available, a technique commonly used on mammalian oocytes is mRNA knockdown by microinjection of small interfering RNA (siRNA), with non-specific siRNA injection used as a technical control. Here, we investigate whether and how the microinjection procedure itself affects the transcriptome of bovine oocytes. Injection of non-specific siRNA resulted in differential expression of 119 transcripts, of which 76 were down-regulated. Gene ontology analysis revealed that the differentially regulated genes were enriched in the biological processes of ATP synthesis, molecular transport and regulation of protein polyubiquitination. This study establishes a background effect of the microinjection procedure that should be borne in mind by those using microinjection to manipulate gene expression in oocytes.

## Introduction

The generation of gene knockout models based around embryonic stem (ES) cells and chimeric animals has significantly enhanced our knowledge of the function of specific genes. A variety of techniques are available to manipulate or alter the genome including homologous recombination, transcription activator-like effector nucleases (TALENs) and clustered regularly interspaced short palindromic repeats (CRISPR/Cas9)^1–3^.

In oocytes and early stage embryos, gene transcription is arrested in the period between maternal meiotic resumption and embryonic genome activation. In addition, most maternal mRNAs are eliminated soon after the time of embryonic genome activation^4^. In the period of transcriptional arrest, the oocyte and then the blastomeres are dependent on transcripts produced in the oocyte prior to germinal vesicle (GV) breakdown. For this reason, gene knockout techniques are less practical for genes critical to oocyte maturation or embryonic development before embryonic genome activation. Particularly where homozygous gene knockout leads to embryonic lethality, gene function during oocyte development cannot be studied because functional transcripts will be present in heterozygous mothers.

As an alternative, mRNA translation can be downregulated by the introduction of small interfering RNA sequences (siRNA) into oocytes or early embryos^5,6^. In vivo, mRNA expression is regulated by small RNAs with sequences homologous to the target mRNA that use proteins such as DICER to form a multicomponent nuclease, RNA-induced silencing complex (RISC), to eliminate the target mRNA^7^. For species where ES cells are not available, but also for maternally expressed genes, RNA interference (RNAi) can be a useful tool for generating information about gene function. Small RNAs directed against mRNA sequences can be artificially synthesized and introduced into oocytes using electroporation or by direct injection to downregulate mRNA expression^8–10^.

However, genome-wide analysis has revealed that siRNA sequences can also regulate expression of unintended targets^11^. So-called off-target effects can complicate the interpretation of phenotypic effects during gene-silencing experiments^12,13^. Off-target effects can be minimized, but not eliminated, by strategies such as careful selection of the siRNA sequence and the comparison of several different siRNA sequences that target the same mRNA^12, 14^.

When mRNA expression is downregulated by siRNA sequences, nonspecific RNA sequences, preferably of similar size and containing the same nucleotides but in a ‘scrambled’ order to the gene specific siRNA sequence, are used as a negative control. In oocytes and single-cell zygotes the preferred delivery method for siRNA is microinjection. During microinjection the plasma membrane is damaged, cytoskeletal structures may be disrupted, positions of organelles can be changed, and foreign components are introduced into the cell. Although injection of scrambled siRNA is an important control for validating the specificity of siRNA and its targeting for mRNA downregulation, the damaging effects of microinjection and introduction of short RNA sequences per se on the cell have not been analyzed in any depth.

Here we evaluate the effect of injecting small RNA sequences into oocytes, in particular with respect to changes in the transcriptome. Denuded oocytes were injected at the GV stage and cultured first for 16 h in the presence of roscovitine to delay germinal vesicle breakdown and allow more time for the siRNA to exert its influence^15,16^. Single oocyte RNA sequencing (RNA-Seq) was performed to examine changes in RNA expression as a result of the injection procedure.

## Results

### Microinjection does not significantly influence the ability of oocytes to mature in vitro

Denuded GV stage bovine oocytes were microinjected with non-specific siRNA containing Dextran-TRITC, as an indicator of successful injection. Only oocytes that showed red fluorescence were cultured further. Regular in vitro maturation (IVM) of bovine oocytes takes 24 h, which might be too short for the RNAi machinery or any other intervention to properly downregulate mRNA expression; in that case, researchers usually extend the reaction time with chemical inhibitors such as roscovitine to delay in vitro maturation. Therefore, oocytes were first cultured in the presence of the cyclin-dependent kinase (CDK) inhibitor roscovitine for 16 h to delay meiotic resumption, followed by culture in conventional maturation medium for 22 h. After 16 h of culture in roscovitine, most oocytes had reached the metaphase (M)I stage (Fig. 1A). At the end of IVM, injected MII stage oocytes still contained red fluorescence, indicating that the injection procedure had not caused significant leakage (Fig. 1B). The maturation rate (based on the numbers of oocytes with a first polar body) of the siRNA injected group (80.4%) was not different to that of the control group (86.8%, Table 1); this was expected given that an injected siRNA was chosen with little homology to known mRNA sequences. These results demonstrate that the injection procedure per se did not affect the oocyte’s capacity to resume meiosis.

**Figure 1:**
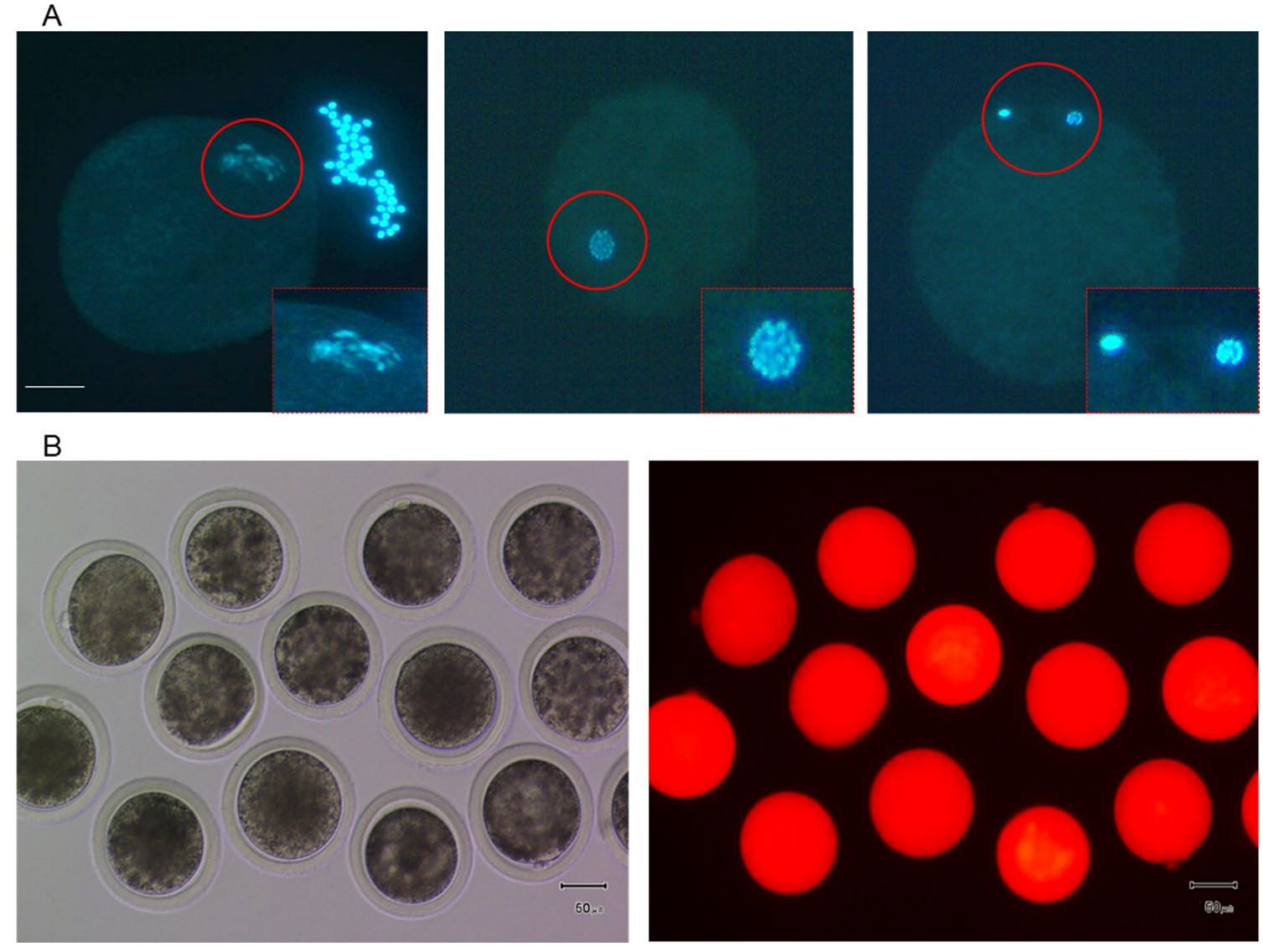
Microinjection of bovine oocytes. Oocytes injected with non-specific siRNA mixed with Dextran-TRITC at the germinal vesicle stage and cultured in roscovitine for 16 h before maturation in vitro. (**A**) Oocytes at germinal vesicle (left), Metaphase I (middle) and Metaphase II (right) stages, based on chromatin distribution (DAPI staining in blue. Insets show magnified view of red encircled areas. Scale bar: 30 μm. (**B**) Bright field (left) and fluorescence (right) microscopic images of matured Metaphase II stage oocytes after siRNA injection. Red fluorescence indicates successful injection. Scale bars: 50 μm.

**Table 1:** Non-specific siRNA microinjection does not influence the maturation rates.

	**Non-specific siRNA injection**	**Non-injected**
Oocytes	97	68
Matured	78	59
Percentage matured (NS)	80.4%	86.8%

*Pooled data from 3 replicates. Maturation rate: % of oocytes in metaphase II. *NS* Non significant *p* = 0.29.

### Single oocyte RNA sequencing

To improve the accuracy of RNA sequencing result and reduce random transcriptome difference based on single oocytes, 12 single oocytes per group (microinjected and non-injected group) were chosen for Cell-seq2^17^ analyze. The expression of each transcript in each sample was normalized with reads per million (RPM). 

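Each library held the RNA of 1 metaphase II oocyte. Of the 24 oocytes, 12 had been injected at the germinal vesicle stage with a non-specific siRNA and dextran, and 12 had been cultured alike without injection. CEL-seq2 primes cDNA from the poly(A) tail and gives each RNA molecule a unique molecular identifier (UMI), so that copies made by amplification can be counted once. The authors mapped the reads to a cDNA library, counted reads of the same gene with the same UMI once, and deposited the values as RPM for 17071 rows. Every RPM value of an oocyte came out as a whole number of UMIs (100% within 0.001) once a correction for UMIs drawn more than once, with a capacity of 4048, was undone. The siRNA injected oocytes then held 204285 to 382077 UMIs (median 274983) and the non-injected oocytes 134080 to 415554 (median 288778), and 1 UMI was worth 2.27 to 7.35 RPM. UMIs per oocyte were 278213 ± 59160 (SD, n = 12) in the injected and 285785 ± 88946 (SD, n = 12) in the non-injected group (two-sided permutation test, p = 0.807). Differential expression was tested with limma on log2(RPM + 5) over the 7256 genes with a mean of at least 10 RPM, with Benjamini-Hochberg adjustment, at an adjusted p under 0.05 and a fold change over 1.2. Fold changes on this scale understate the change of genes with low values. RPM is a share of the RNA primed from the poly(A) tail, so higher or lower refers to that share. The amount of an mRNA in an oocyte and the length of its tail were not measured. All values after ± are SDs over 12 oocytes. Which oocytes came from the same animal is not given in the sources used here, so the p-values measure the spread between these oocytes.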

Analyses of RPM values for each replicate showed that the overall ranges and distribution of the RPM values were consistent among the samples (Fig. 2). These results indicate that our RNA-seq data are reliable, reproducible and of high quality, and meet the conditions for differential expression analysis.

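RPM values were spread alike in both groups. The median RPM of the genes above 0 was 22.2 ± 2.53 in siRNA injected and 22.0 ± 4.10 in non-injected oocytes (two-sided permutation test, p = 0.903). The upper quartile was 74.3 ± 4.13 and 74.3 ± 7.66 RPM (p = 0.984 from the same test). SDHA, a subunit of succinate dehydrogenase that the paper used as a reference gene in RT-qPCR, was at 83.6 ± 22.2 RPM in injected and 98.6 ± 27.8 RPM in non-injected oocytes, a log2 fold change of -0.21 (standard error 0.17, adjusted p = 0.646 from limma, below the non-injected median in 10 of 12 injected oocytes). The 100 highest genes took 25.0% ± 2.26 of the RPM in injected and 24.7% ± 1.69 in non-injected oocytes.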

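Oocytes resembled each other within and between the groups. Over the 7256 genes with a mean of at least 10 RPM, the Spearman correlation across genes had a median of 0.873 for pairs within a group and 0.869 for pairs of an injected and a non-injected oocyte (permutation of the group labels, p = 0.0970). Single pairs ranged from 0.773 to 0.916. Genes are not independent replicates, so these correlations describe the pairs only. With a mean of at least 30 RPM as the filter, the medians were 0.861 and 0.851 (p = 0.0183). The siRNA injected oocyte 8 had the lowest mean correlation with the others, at 0.832.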

**Figure 2:**
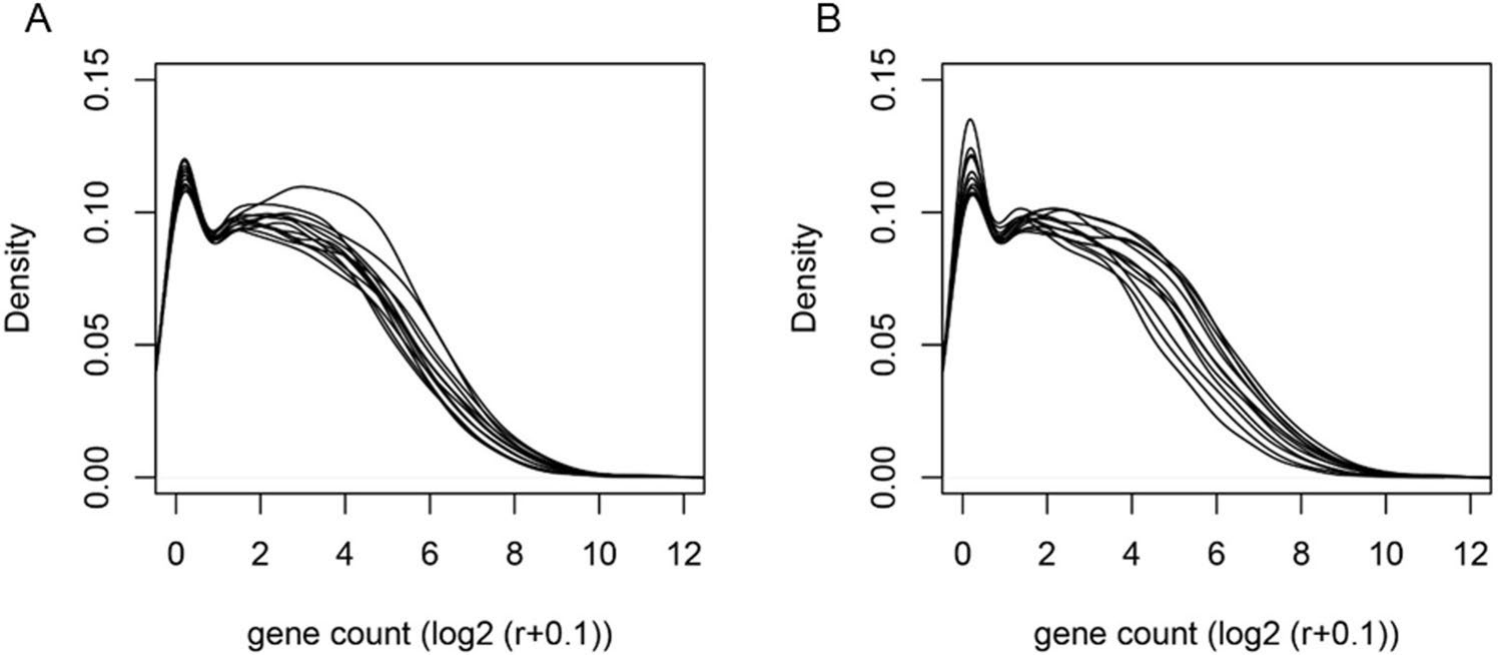
Distribution of expression levels of each single cell transcriptome in (**A**) non-specific siRNA injected and (**B**) non-injected oocytes. Individual lines represent individual oocytes, 12 oocytes per group.

### Microinjection alters gene expression

To analyze the effect of microinjection in oocytes, we compared the gene expression profiles between the injected and non-injected groups. The total numbers of detected genes ranged from 9,153 to 12,094 over the two groups. 

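Single oocytes had from 9152 to 12093 genes above 0 RPM. The lowest number was in non-injected oocyte 11, which also had the fewest UMIs, and the highest was in siRNA injected oocyte 8. Detected genes rose with the UMIs of the oocyte (Pearson r = 0.886, permutation p = 0.0001, the smallest that 10000 permutations can give; Spearman rho = 0.882, p = 0.0001; n = 24). The relation held within the injected (r = 0.778, p = 0.0022, n = 12) and the non-injected group (r = 0.958, p = 0.0001, n = 12), and without the 2 oocytes farthest from the median UMIs (r = 0.836). On average 19.2% ± 2.01 of the detected genes of an oocyte rested on 1 UMI.

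**Figure D1:**
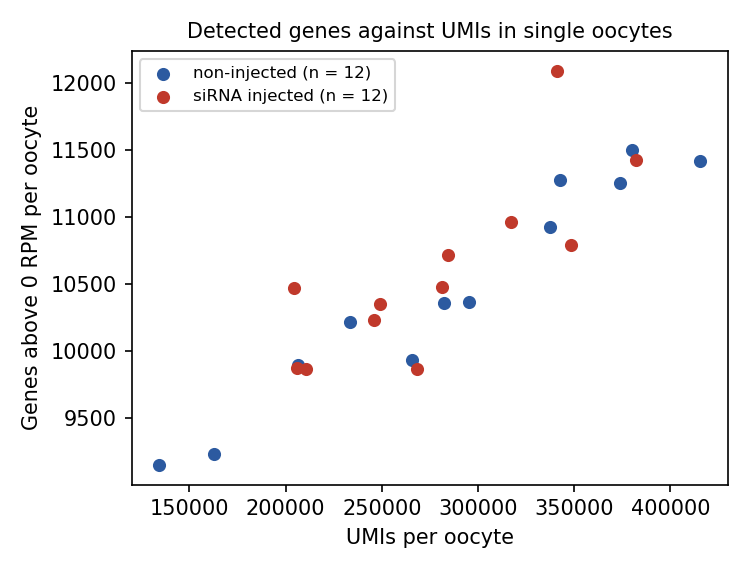
Number of genes above 0 RPM in each oocyte against its UMIs, for 12 siRNA injected and 12 non-injected oocytes. Each point is 1 oocyte, and the points of both groups lie along the same rising band, from 9152 genes at 134080 UMIs upwards.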

On average, 10,577 different mRNAs were detected in the non-injected group whereas 10,696 expressed genes were detected in the siRNA injected group. Among these, 10147mRNAs were detected in both groups, while 430 and 549 were detected exclusively in non-injected and siRNA injected oocytes, respectively (Fig. 3A). 

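The siRNA injected oocytes had 10594 ± 669 genes above 0 RPM and the non-injected oocytes 10461 ± 822, a difference of 133.1 genes that is smaller than the spread between oocytes (two-sided permutation test, p = 0.667). When every oocyte was thinned to the lowest number of UMIs, the numbers were 9115 ± 418 and 8991 ± 227 (p = 0.399). Genes of at least 10 RPM numbered 7164 ± 437 and 7019 ± 288 (p = 0.363). Counted per group, 10696 genes in injected and 10577 genes in non-injected oocytes were above 0 in at least 6 of the 12 oocytes.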

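With a gene counted as detected in a group when it was above 0 in at least 6 of its 12 oocytes, 10086 genes were detected in both groups, 491 in non-injected oocytes alone and 610 in siRNA injected oocytes alone. These were genes of low expression, with a median of 16 UMIs over all 24 oocytes in both sets. A gene of either set was found in a median of 7 oocytes of its own group and 4 of the other, and 2 genes of each set were at 0 in all 12 oocytes of the other group. No gene differed in detection between the groups at an adjusted p under 0.05 (Fisher's exact test, two-sided, 0 of 10552 genes, lowest adjusted p 1, 98 genes at an unadjusted p under 0.05). PIWIL3, a PIWI protein gene of the oocyte, was above 0 in 11 of 12 oocytes of each group, at 9.12 ± 6.37 RPM in injected and 10.8 ± 7.52 RPM in non-injected oocytes, under the mean that the expression test required. At a minimum of 1 of 12 oocytes the numbers for one group alone were 1226 and 1012 for injected and non-injected oocytes.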

Principal component analysis (Fig. 3B) revealed only a minor difference between oocytes from non-injected and siRNA injected groups. Nevertheless, 119 transcripts were differently expressed between the two groups based on an adjusted p value < 0.05 with a fold change > 1.2 (Fig. 3C, supplementary Table 1). 

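Injected and non-injected oocytes overlapped on the first components. Over the 500 genes of highest variance, PC1 held 20.0% and PC2 7.87% of the variance. The groups lay 0.30 SD apart on PC1 (two-sided permutation test, p = 0.475) and -0.56 SD on PC2 (injected minus non-injected, p = 0.176). The genes with the highest weight on PC1 included ALG14, SEC61G and NOS2, and those with the lowest included TCF7L1, EMX1 and JUN. Across the 24 oocytes PC1 ran with the number of detected genes (Pearson r = 0.722, permutation p = 0.0001, adjusted p = 0.0008 over 8 relations; Spearman rho = 0.676, p = 0.0004; r = 0.728 without the 2 farthest oocytes). Over all 7256 tested genes, the split into injected and non-injected oocytes took up 6.14% of the total variance, against a median of 4.16% for permuted labels (p = 0.0371). With a pseudocount of 1 RPM in place of 5 RPM the second component was another axis (Pearson r = 0.145 with PC2 across the 24 oocytes). The groups lay -1.09 SD apart on it (p = 0.00036).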

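Among the genes that were higher in siRNA injected oocytes were CALM2 and TTC5. CALM2 (ENSBTAG00000001575), which encodes calmodulin, a calcium-binding messenger protein, was at 254 ± 62.2 RPM in injected and 149 ± 46.7 RPM in non-injected oocytes, a log2 fold change of 0.77 (standard error 0.15, adjusted p = 0.0381 from limma), and exceeded the non-injected median in 12 of 12 injected oocytes. Its value is uncertain because other rows carry the same symbol and may share its reads. TTC5, a cofactor of p53 and actin regulation, was at 95.7 ± 22.4 RPM in injected and 54.3 ± 17.6 RPM in non-injected oocytes (log2 fold change 0.80, standard error 0.18, adjusted p = 0.0417 from limma, 12 of 12 oocytes above). The genes ENSBTAG00000046335, ENSBTAG00000043557, ENSBTAG00000047329 and ENSBTAG00000009900, for which the table gives no symbol, were also higher. Their log2 fold changes were 0.78, 1.34, 0.91 and 0.65 (adjusted p = 0.0417, 0.0415, 0.0417 and 0.0495 from limma, above the non-injected median in 11, 12, 10 and 12 of 12 oocytes). In all, 6 genes were higher and 10 lower among 7256 at the paper's thresholds, and 903 had an unadjusted p under 0.05. With RPM rescaled by TMM the split was 2 higher and 10 lower, and on the recovered UMI counts edgeR called 21 higher and 29 lower and DESeq2 38 higher and 74 lower. Where leaving out 1 oocyte moved the 16 calls of limma by over 1.5 times, they became 0 without non-injected oocytes 8, 10 and 11 in turn (888, 888 and 824 genes at an unadjusted p under 0.05), 5 without 1, 10 without 3, 4 without 6, 10 without 12 among the other non-injected oocytes. Among the injected oocytes they became 5 without 1, 25 without 3, 37 without 4, 2 without 6, 6 without 7, 7 without 8, 2 without 9, 1 without 10, 2 without 12. From the adjusted p and fold change of the single transcripts, the paper reasons that the groups differ in expression even though they lie close together in Fig. 3B.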

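Among the 10 genes that were lower in injected oocytes were RAD21, NCAPG, RANBP2 and EIF4G2. RAD21, a subunit of the cohesin ring that holds sister chromatids, was at 293 ± 81.2 RPM in injected and 459 ± 95.7 RPM in non-injected oocytes (log2 fold change -0.67, standard error 0.14, adjusted p = 0.0415 from limma, below the non-injected median in 12 of 12 injected oocytes). NCAPG, a condensin subunit, was at 319.9 ± 62.3 against 449 ± 47.9 RPM (log2 fold change -0.50, adjusted p = 0.0417, 12 of 12 from limma), and KIF5B, a kinesin heavy chain, at 117 ± 40.1 against 195 ± 58.2 RPM (log2 fold change -0.74, adjusted p = 0.0495, 11 of 12). RANBP2, a nuclear pore protein, was at 69.5 ± 22.6 against 120.3 ± 26.1 RPM (log2 fold change -0.79, adjusted p = 0.0415, 11 of 12), and SENP6, a SUMO protease, at 161 ± 30.5 against 233 ± 38.1 RPM (log2 fold change -0.52, adjusted p = 0.0495, 12 of 12). EIF4G2, a translation initiation factor, was at 888 ± 159.8 against 1249 ± 194 RPM (log2 fold change -0.50, adjusted p = 0.0417, 12 of 12). DYNLL1, a dynein light chain, was at 1097 ± 267 against 1530 ± 251 RPM (log2 fold change -0.49, adjusted p = 0.0495, 11 of 12). CASP8AP2 (log2 fold change -0.67, adjusted p = 0.0417, 11 of 12) and PPIP5K2, an inositol phosphate kinase (log2 fold change -0.59, adjusted p = 0.0417, 12 of 12), were also lower. So was SNORD14 (ENSBTAG00000043480), a small nucleolar RNA (log2 fold change -1.36, adjusted p = 0.0302, 12 of 12), which shares its symbol with other rows and is uncertain.

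**Figure D2:**
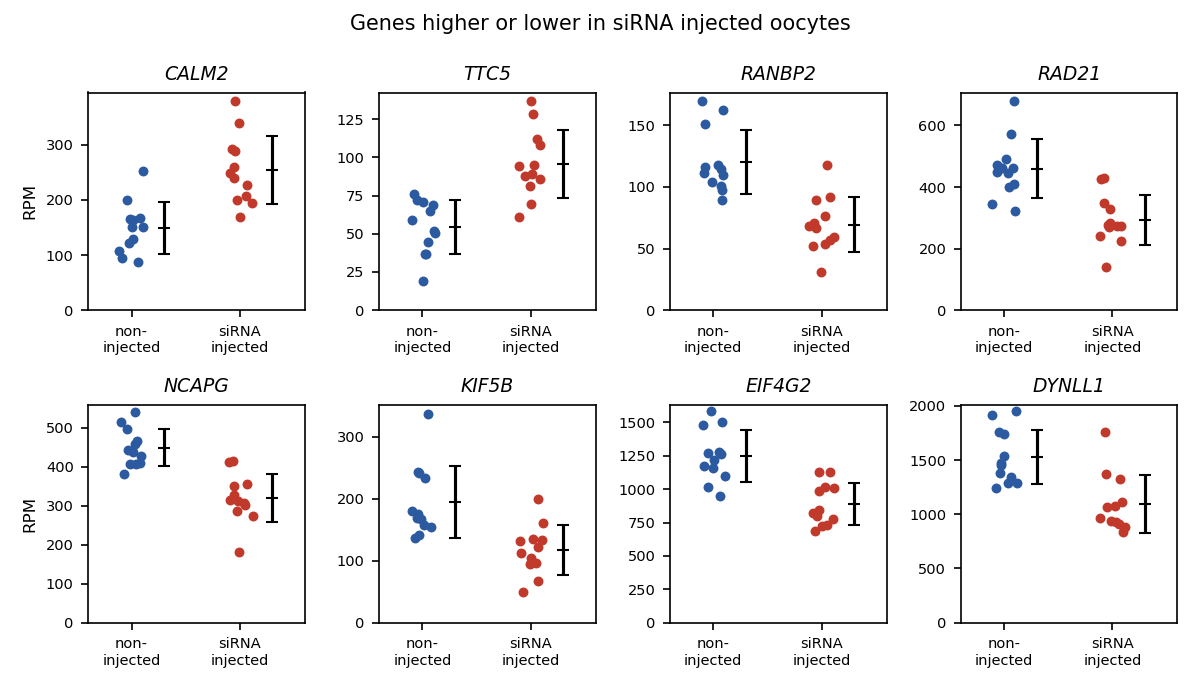
RPM of 8 genes in each oocyte, 12 non-injected (blue) and 12 siRNA injected (red), with the mean and SD as black bars. CALM2 and TTC5 are higher and RANBP2, RAD21, NCAPG, KIF5B, EIF4G2 and DYNLL1 lower in injected oocytes, with RAD21 at 293 against 459 RPM.

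Of the 29 tested translation initiation factors 1, EIF4G2, was lower in limma (5 at an unadjusted p under 0.05), and 2, EIF4G2 and EIF5, were lower by DESeq2. When adjusted over the list alone, 2 were lower (adjusted p = 0.422 for the list from camera, 0.533 with an estimated correlation). EIF5 was at 769.9 ± 61 against 942 ± 112 RPM (log2 fold change -0.28, adjusted p = 0.156 from limma and 0.0298 from DESeq2, 12 of 12 below).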

Of the differently expressed mRNAs, 76 transcripts were down-regulated and 43 transcripts were up-regulated in the injected oocytes (Fig. 3D).

**Figure 3:**
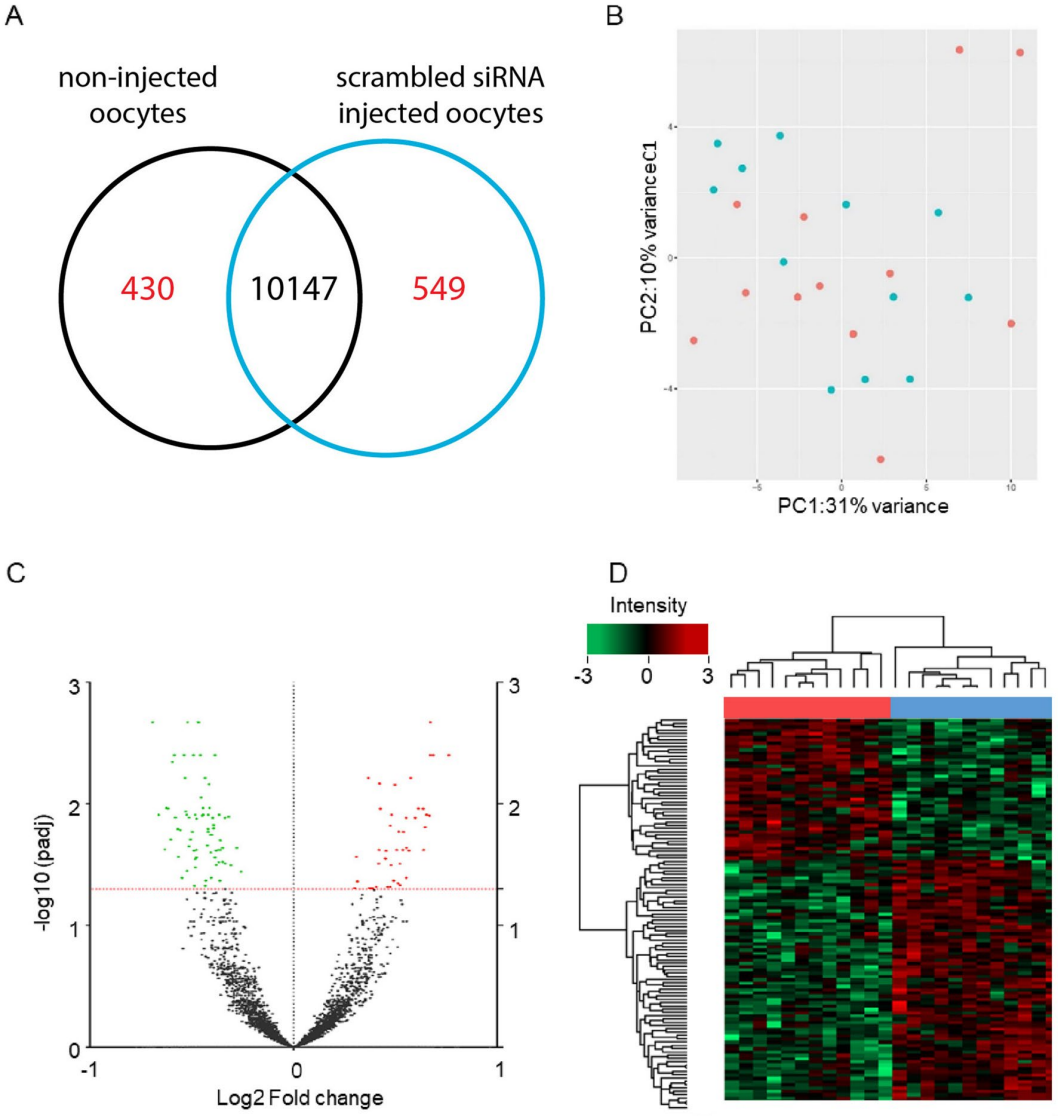
Gene expression differences between non-injected and siRNA injected oocytes. (**A**) Venn diagram showing overlapping and specific transcripts in the two groups. (**B**) Principal component analysis (PCA) of the transcriptomes; PC1 and PC2 represent the top two dimensions of the differentially expressed genes among the groups. Blue: non-injected oocytes; red: injected oocytes. (**C**) Volcano plot showing the estimated fold change (X-axis) versus the –log10 values (Y-axis) for non-injected and siRNA injected oocytes. Red dots represent genes significantly up-regulated in the injected group, green dots represent genes significantly down-regulated in the injected group (adjusted P-value < 0.05). Black dots represent transcripts for which expression did not differ significantly. (**D**) Heatmap showing the results of cluster analysis for differentially expressed genes between the two groups; n = 119 (red: upregulated; green: downregulated). Red bar: injected oocytes. Blue bar: non-injected oocytes.

In order to verify that the exclusively expressed genes in the injected oocytes were indeed due to the injection procedure, oocytes were also injected with a combination of 3 specific siRNAs directed against an oocyte-expressed gene (*PIWIL3*) and individually sequenced. Since in this group of oocytes an expressed gene was targeted, the differences in expressed mRNA with non-injected oocytes was larger. Indeed, *PIWIL3* expression in these oocytes was reduced, but the maturation rate was similar to that of control oocytes (Supplementary Fig. 1). Importantly however, of the 549 exclusive mRNAs in non-specific siRNA injected oocytes, 540 (98%) were overlapping with the specific siRNA injected oocytes (Supplementary Fig. 1), confirming that expression of these genes is caused by the injection procedure.

### Microinjection alters the expression of mitochondrial and transmembrane related genes

To gain better insight into alteration of gene expression after siRNA injection, Gene Ontology (GO) term enrichment analysis was performed using ClueGO software (Fig. 4, Table 2). We identified ‘biological process, ‘cellular component’ and ‘molecular function’ as being enriched among these differently expressed mRNAs. For up-regulated transcripts, 8 GO terms within ‘biological process’ were significantly enriched and these incorporated 8 genes: *VCP, ATP5H, SNAPIN, COX1, UBE2I, SLC6A8, ABI1 and HMGB2.* Among them, *VCP* was included in 4 different ‘biological process’ lists, namely “positive regulation of Lys63-specific deubiquitinase activity”, “ATP biosynthetic process”, “flavin adenine dinucleotide catabolic process” and “endosome to lysosome transport”. 

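VCP, an ATPase that extracts ubiquitinated proteins, was at 168 ± 36.1 RPM in injected and 122 ± 17.5 RPM in non-injected oocytes (log2 fold change 0.43, standard error 0.13, adjusted p = 0.11 from limma, above the non-injected median in 12 of 12 oocytes). SNAPIN, a vesicle protein, was at 148 ± 27.3 against 98.4 ± 31 RPM (log2 fold change 0.60, adjusted p = 0.056, 12 of 12), and COX1, encoded in the mitochondrial genome, at 2158 ± 517 against 1476 ± 452 RPM (log2 fold change 0.57, adjusted p = 0.068, 11 of 12). ABI1, which takes part in actin regulation (70.2 ± 26.7 against 39.6 ± 12.4 RPM, log2 fold change 0.73, adjusted p = 0.0766, 11 of 12), and HMGB2, a chromatin protein (565 ± 75.6 against 452 ± 61.5 RPM, log2 fold change 0.32, adjusted p = 0.166, 11 of 12), were higher in most injected oocytes. SLC6A8 matched no row by its symbol. Of the 12 tested genes that the paper's Table 2 lists as up-regulated, 0 passed limma at an adjusted p under 0.05 over all genes, and 12 had an unadjusted p under 0.05. On the recovered UMI counts 9 were called by DESeq2, and 12 were higher when adjusted over the list alone in limma. The paper chose this list on these oocytes, so its direction is not independent evidence (adjusted p = 3.07e-16 from camera, 2.3e-07 with an estimated correlation).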

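ATP5H, a stator stalk subunit of the mitochondrial ATP synthase, was at 78.6 ± 22.6 RPM in injected and 43.4 ± 15.5 RPM in non-injected oocytes, a log2 fold change of 0.80 (standard error 0.19, adjusted p = 0.052 from limma, 11 of 12 injected oocytes above the non-injected median). GNA11, the alpha subunit of a Gq class G protein, was at 162 ± 44.8 against 100.3 ± 34 RPM (log2 fold change 0.69, adjusted p = 0.056, 12 of 12 from limma), and GNB2, a beta subunit, at 678 ± 137 against 499 ± 114 RPM (log2 fold change 0.44, adjusted p = 0.117, 11 of 12). Of the 12 tested subunits of heterotrimeric G proteins, none passed limma (4 at an unadjusted p under 0.05, 1 called by DESeq2). When adjusted over the list alone 2 were higher. In the list 6 had a positive and 6 a negative log2 fold change. GNAI1, an inhibitory alpha subunit, had a negative one of -0.32 (adjusted p = 0.33, 11 of 12 oocytes below the median). The list's adjusted p from camera was 0.732.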

Two cellular component GO terms were significantly enriched, “mitochondrial proton-transporting ATP synthase, stator stalk” which includes *ATP5H*, and “heterotrimeric G-protein complex” which includes *GNA11* and *GNB2*. Six genes (*COX1, UBE2C, UBE2I, SLC6A8, CDKAL1* and *RPIA*) contributed to 5 significantly enriched GO terms for ‘molecular function’ relating to activity of multiple enzymes. 

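UBE2C, an E2 enzyme that works with the anaphase promoting complex, was at 159 ± 62 RPM in injected and 90.6 ± 39.1 RPM in non-injected oocytes (log2 fold change 0.78, standard error 0.20, adjusted p = 0.0604 from limma, 11 of 12 oocytes above the non-injected median). RPIA, an enzyme of the pentose phosphate pathway, was at 1301 ± 156 against 994 ± 161 RPM (log2 fold change 0.39, adjusted p = 0.0604, 12 of 12 from limma), and CDKAL1, a tRNA-modifying enzyme, at 110.4 ± 30.2 against 76.4 ± 18.5 RPM (log2 fold change 0.49, adjusted p = 0.166, 11 of 12). Of the 26 tested E2 enzymes for ubiquitin and SUMO, none passed limma (6 at an unadjusted p under 0.05) and 2 were called by DESeq2. When adjusted over the list alone 2 were higher. BIRC6, a large E2 and inhibitor of apoptosis, had a log2 fold change of -0.58 (adjusted p = 0.281, 9 of 12 below the median). The list had 13 members with a positive and 13 with a negative log2 fold change, and its adjusted p from camera was 0.935.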

For the down-regulated transcripts, 3 GO terms were enriched within ‘biological process’, where “negative regulation of protein polyubiquitination” was the most significant GO term, and related to two genes (*PLAA* and *TRIP12*), while “palmitoyltransferase complex” was the only GO term enriched within ‘cellular component’.

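TRIP12, a ubiquitin ligase, was at 477 ± 102 RPM in injected and 646 ± 109 RPM in non-injected oocytes (log2 fold change -0.44, standard error 0.12, adjusted p = 0.083 from limma, 12 of 12 injected oocytes below the non-injected median). PLAA, a ubiquitin-binding protein, was at 451 ± 58.6 against 586 ± 89.6 RPM (log2 fold change -0.37, adjusted p = 0.0899, 12 of 12 from limma). IDE, the insulin-degrading enzyme, was at 398 ± 94.8 against 572 ± 125 RPM (log2 fold change -0.53, adjusted p = 0.056, 11 of 12). Of the 8 tested genes that the paper's Table 2 lists as down-regulated, 0 passed limma over all genes, 8 had an unadjusted p under 0.05, 8 were called by DESeq2, and 8 were lower when adjusted over the list alone. This list too was chosen by the paper on these oocytes and is not independent evidence of its direction (adjusted p = 3.22e-13 from camera, 7.94e-06 with an estimated correlation).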

**Figure 4:**
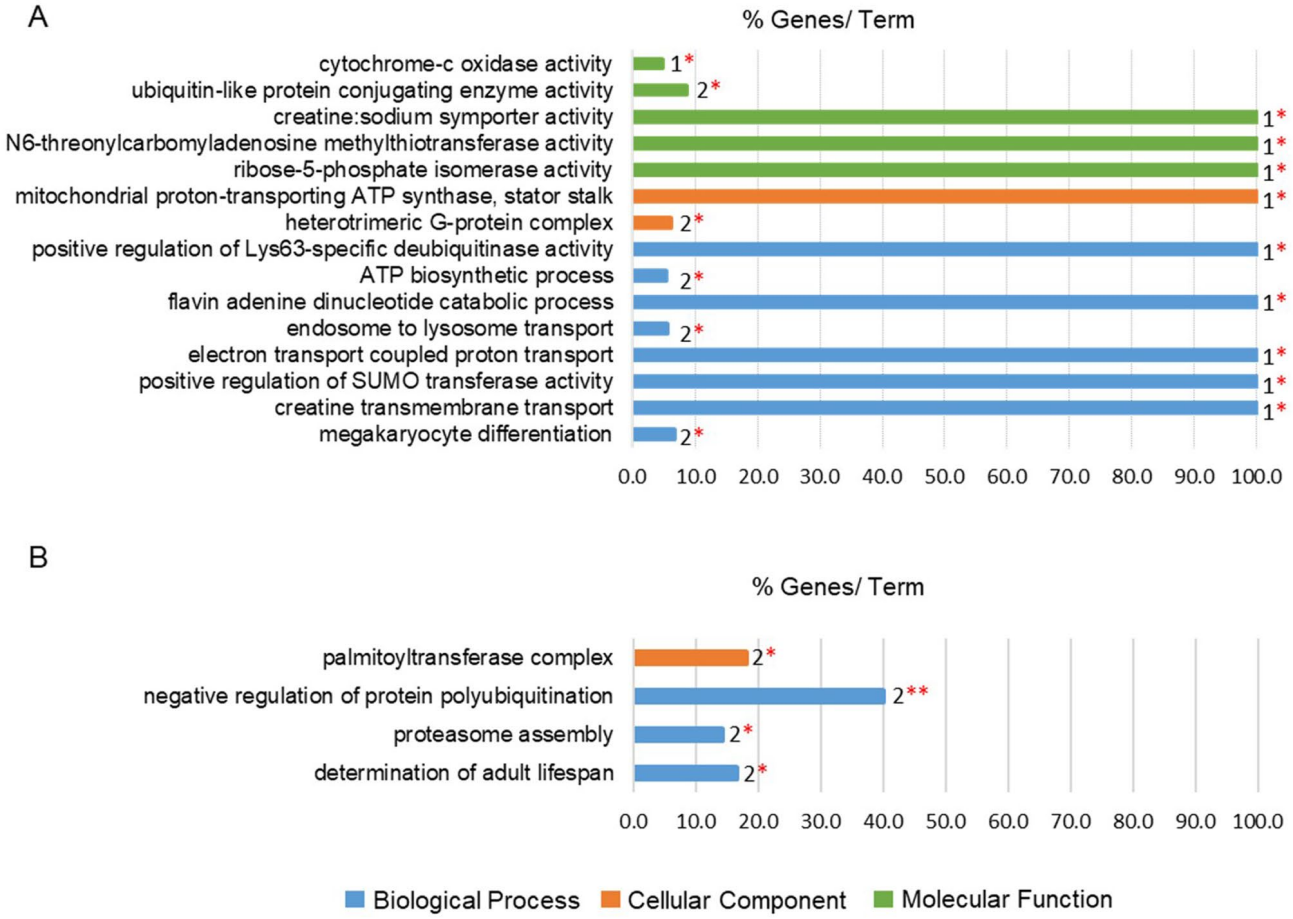
Functionally grouped gene ontology (GO) terms for genes significantly up-regulated/down-regulated in non-specific siRNA injected oocytes compared to non-injected oocytes. (**A**) Up-regulated GO terms in siRNA injected oocytes. (**B**) Down-regulated GO terms in siRNA injected oocytes. Number of genes (number behind bar chart) and the percentage of mapped genes from the total number of genes of the term is shown. GO Term is labeled on the left hand side. The level of significance of the terms is shown as ** (p value < 0.001), * (0.001 < p value < 0.05). Same bar color indicates the Go term as being in the same ontology.

**Table 2:** Lists of functionally grouped gene ontology (GO) terms significantly up-regulated/down-regulated in siRNA injected oocytes compared to non-injected oocytes.

GO_ID	GO_Term	Genes
GO:0004129	Cytochrome-c oxidase activity	[COX1]
GO:0061650	Ubiquitin-like protein conjugating enzyme activity	[UBE2C, UBE2I]
GO:0005309	Creatine:sodium symporter activity	[SLC6A8]
GO:0035598	N6-threonylcarbomyladenosine methylthiotransferase activity	[CDKAL1]
GO:0004751	Ribose-5-phosphate isomerase activity	[RPIA]
GO:0000274	Mitochondrial proton-transporting ATP synthase, stator stalk	[ATP5H]
GO:0005834	Heterotrimeric G-protein complex	[GNA11, GNB2]
GO:1903007	Positive regulation of Lys63-specific deubiquitinase activity	[VCP]
GO:0006754	ATP biosynthetic process	[ATP5H, VCP]
GO:0072389	Flavin adenine dinucleotide catabolic process	[VCP]
GO:0008333	Endosome to lysosome transport	[SNAPIN, VCP]
GO:0015990	Electron transport coupled proton transport	[COX1]
GO:1903755	Positive regulation of SUMO transferase activity	[UBE2I]
GO:1902598	Creatine transmembrane transport	[SLC6A8]
GO:0030219	Megakaryocyte differentiation	[ABI1, HMGB2]

GO_ID	GO_Term	Genes
GO:0002178	Palmitoyltransferase complex	[GOLGA7, SPTLC1]
GO:1902915	Negative regulation of protein polyubiquitination	[PLAA, TRIP12]
GO:0043248	Proteasome assembly	[POMP, PSMG1]
GO:0008340	Determination of adult lifespan	[IDE, MSH2]

*Upper table* Up-regulated GO terms and gene names in siRNA injected oocytes, *Lower table* Down-regulated GO terms and gene names in siRNA injected oocytes.

## Discussion

RNAi has been widely used as a method for suppressing gene expression^18^. For gene expression knockdown before the embryonic genome has been switched on in oocytes and preimplantation embryos , microinjection in oocytes is the preferred method of delivering siRNA, because the timing and amount of introduced RNA can be controlled^19,20^. Alternatively, cell transfection with for instance lipofectamine can be used to introduce siRNA into cells. For efficient delivery using lipofectamine, removal of the zona pellucida is required however, which reduces the developmental competence of the zygote^6^. Also, the timing and amount of siRNA delivery are less precise using transfection using lipofectamine. Electroporation has also been used to successfully introduce small RNAs and protein into preimplantation embryos, and for efficient transfection the pulse number, pulse duration, and voltage strength first need to be established^21^. A disadvantage of microinjection, compared with for instance transfection, is the physical stress that the cells are subjected to as the cell membrane is ruptured and liquid with RNA is deposited into the cytoplasm. Also, the microinjection procedure requires training in use of the equipment. Particularly for gene expression knockdown via siRNA, oocyte injection is however the most used method.

Independent of the delivery method, the RNAi machinery needed for the degradation of mRNA, and natural turnover for downregulation of protein levels, requires a period of time longer than the 22 h during which cattle oocytes normally reach the MII stage when matured in vitro. Oocytes were therefore cultured in the presence of the CDK inhibitor roscovitine for 16 h before being cultured in maturation medium for 22 h^15,22^. To distinguish non-specific from specific effects, scrambled siRNAs are usually injected and compared with oocytes/zygotes injected with specific siRNAs. A possible downside of this approach is that the effects of the injection procedure itself might be masked, but influence the final results.

Oocyte integrity after microinjection has been studied, but primarily to assess the impact of intracytoplasmic sperm injection (ICSI). For ICSI, injected oocytes are usually already at the MII stage; otherwise, the injection procedure is very similar to that required for siRNA injection. After ICSI, ultrastructural changes within oocytes have been reported, and include membrane-bound vacuoles and plasma membrane inclusions^23^. Although with human oocytes a lower blastocyst rate has been reported after ICSI^24^, a meta-analysis study did not indicate differences in birth defects between ICSI and regular IVF born children^25^. In bovine oocytes it has been reported that fewer blastocysts developed from ICSI oocytes than from oocytes that underwent conventional IVF^26^ but it cannot be distinguished whether these differences were the result of the injection procedure or the differences in sperm selection.

Here we analyzed the potential damage of the siRNA microinjection procedure per se by comparing non-injected oocytes with oocytes injected with siRNAs that did not target a specific mRNA. After injection, similar percentages of oocytes matured to the MII stage, indicating that the initial developmental capacity of the oocyte was not altered by the microinjection procedure. We have however not examined the capacity of the injected oocytes to develop to the blastocyst stage after fertilization. When embryos develop after injection, the cryopreservation efficiency may be diminished as has indeed been demonstrated for early embryos derived after DNA microinjection^27^ or after ICSI^28^.

We have examined the transcriptome in individual injected oocytes and compared it to that from non-injected oocytes^17^. Transcriptome analysis of single oocytes has been reported in various species including mouse, cow and man^29–31^. We detected approximately 10,600 genes as being expressed in bovine oocytes, which is similar to what has been reported previously^30,32,33^.

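Genes typical of oocytes were expressed at a median of 252 RPM over 39 measured genes. Markers of cumulus and granulosa cells, which surround the oocyte before denuding, were at a median of 2.7 RPM over 35 measured genes. Of these, 15 had a mean of at least 10 RPM and were tested. Of 36 tested oocyte and maternal-effect genes none passed limma (7 at an unadjusted p under 0.05) or DESeq2 (29 given an adjusted p), and none when adjusted over the list alone (adjusted p = 0.541 for the list from camera). MOS, the kinase that holds metaphase II, was at 588 ± 138 RPM in injected and 448 ± 94 RPM in non-injected oocytes (log2 fold change 0.38, adjusted p = 0.195, 10 of 12 from limma) and KPNA7, an oocyte importin, at 3605 ± 709 against 4425 ± 504 RPM (log2 fold change -0.32, adjusted p = 0.202, 10 of 12). Of 15 tested cumulus and granulosa markers none passed limma (2 at an unadjusted p under 0.05) and 1, RGS2, was called by DESeq2. None was called when adjusted over the list alone (adjusted p = 0.793 from camera). RGS2, a regulator of G-protein signalling, was at 2396 ± 449 against 1895 ± 210.1 RPM (log2 fold change 0.32, adjusted p = 0.166, 11 of 12 from limma), and STAR was at 261 ± 56.7 and 263 ± 46 RPM. In both groups RGS2 lay above every listed oocyte gene but KPNA7, so its value is doubtful as a sign of cumulus cells here. Only 1 of the blood and immune cell markers and 2 of the theca, stroma and endothelial markers reached the mean RPM needed, so those lists were not tested.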

To understand transcriptome and biological pathway changes after siRNA microinjection and to define a background reference effect for conducting future siRNA microinjection experiments, we performed GO analysis based on genes with significantly altered expression levels. Our study identified 11 biological processes, 3 cellular components and 5 molecular functions that were significantly affected by microinjection, based on up and down-regulated genes.

The oocyte membrane and cytoskeleton play important roles in maintaining cell shape, and enabling cytokinesis during cell divisions. During microinjection, the injection needle disrupts the integrity of the plasma membrane and it is therefore not surprising that expression of genes related to transmembrane proteins, cytoskeleton and actin filaments were significantly altered by siRNA microinjection. For instance, *GNA11* and *GNB2* that belong to the heterotrimeric G-protein complex alpha and beta subunits respectively are involved as modulators or transducers in various transmembrane signaling systems. G-alpha subunits are tethered to the plasma membrane and activate the enzyme adenylyl cyclase. ACTR2*,* also known as ARP2 Actin Related Protein 2 Homolog, is part of the ARP2/3 complex that mediates the formation of branched actin networks in the cytoplasm and is important for asymmetric division, spindle migration as well as the formation and completion of oocyte cytokinesis during meiotic maturation^34,35^. The upregulation of *ACTR2 expression* suggests that actin remodeling is required during oocyte maturation after injection. 

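ACTR2, a core subunit of the ARP2/3 complex, was at 76.2 ± 19.3 RPM in injected and 109.8 ± 29.7 RPM in non-injected oocytes, a log2 fold change of -0.49 (standard error 0.16, adjusted p = 0.166 from limma), and lay below the non-injected median in 10 of 12 injected oocytes. CFL1, the actin-severing protein cofilin, was at 975 ± 143 against 1292 ± 196 RPM (log2 fold change -0.41, adjusted p = 0.0597, 12 of 12 from limma), and IQGAP1, an actin scaffold, at 555 ± 129 against 777 ± 141 RPM (log2 fold change -0.49, adjusted p = 0.056, 11 of 12). Of the 37 tested genes of the ARP2/3 complex and actin remodelling none passed limma (6 at an unadjusted p under 0.05). By DESeq2 1 was higher and 3 were lower. When adjusted over the list alone 2 were higher and 3 lower. In the list 22 members had a positive and 15 a negative log2 fold change, with a median of 0.07 (adjusted p = 0.732 from camera).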

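GOLGA7, a Golgi protein that binds palmitoyltransferases, was at 609 ± 125 RPM in injected and 819 ± 143 RPM in non-injected oocytes, a log2 fold change of -0.43 (standard error 0.12, adjusted p = 0.0766 from limma, 11 of 12 injected oocytes below the non-injected median). SPTLC1, a subunit of serine palmitoyltransferase in sphingolipid synthesis, was at 181 ± 35.6 against 244 ± 28.4 RPM (log2 fold change -0.43, adjusted p = 0.0755, 12 of 12 from limma). ZDHHC6, a palmitoyltransferase, was at 112 ± 29.3 against 146 ± 29.8 RPM (log2 fold change -0.39, adjusted p = 0.244, 9 of 12). Of the 12 tested palmitoyltransferases and partners none passed limma (4 at an unadjusted p under 0.05) and 2 were lower by DESeq2. Adjusted over the list alone, 3 were lower (adjusted p = 0.52 from camera).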

*GOLGA7*, which was down-regulated by siRNA injection codes for the palmitoyltransferase complex and may also be involved in vesicular protein transport from the Golgi apparatus to the cell surface^36^.The downregulation of *GOLGA7* transcripts in our data suggests that injection interrupts signaling between cytoplasm, plasma membrane and organelles.

Mitochondria are essential for multiple biological processes via ATP synthesis in maturing oocytes^37^. Indeed, oocyte quality can be interrupted by mitochondrial dysfunction and inadequate ATP production^38^. 

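Of the 11 tested mRNAs encoded in the mitochondrial genome, 10 had a positive log2 fold change (median 0.34), and as a list they ranked higher than other genes in injected oocytes (adjusted p = 0.000914 from camera). The members move together from oocyte to oocyte, and the list does not pass with an estimated correlation (adjusted p = 0.501 with an estimated correlation). By direction it does not pass fry, another list test, either (adjusted p = 0.317). None passed limma over all genes (5 at an unadjusted p under 0.05), 1 was called by DESeq2, and 3 were higher when adjusted over the list alone. The 1 that DESeq2 called, COX1, is among the paper's 119 genes, whose values had been seen when the list was fixed. ATP8, a subunit of the ATP synthase, was at 1040 ± 469 RPM in injected and 659 ± 269 RPM in non-injected oocytes (log2 fold change 0.66, adjusted p = 0.0899, 12 of 12 from limma). ND1, a complex I subunit, was at 4387 ± 1573 against 3072 ± 769.7 RPM (log2 fold change 0.47, adjusted p = 0.2, 11 of 12). Of the 14 tested nuclear genes of the ATP synthase none passed limma (2 at an unadjusted p under 0.05), 1 was called by DESeq2, and 2 were higher when adjusted over the list alone (adjusted p = 0.935 from camera). ATP5F1, another subunit, was at 185 ± 40.9 against 213 ± 36.3 RPM (log2 fold change -0.22, adjusted p = 0.514, 8 of 12 below the median). Of the 40 nuclear genes of respiratory complexes I, III and IV none passed limma (7 at an unadjusted p under 0.05), DESeq2 (22 given an adjusted p) or the test adjusted over the list alone, with 19 positive and 21 negative log2 fold changes.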

*ATP5H* and *VCP* are related to ATP synthesis and were up-regulated in oocytes injected with siRNA, indicating that microinjected oocytes require extra ATP to reach the MII stage.

Ubiquitin is involved in post-translational modification of target proteins. During the maternal to zygotic gene transition, maternal proteins are degraded by the ubiquitin–proteasome system and new proteins are synthesized from the embryonic genome. Reduced proteasome activity leads to accumulation of maternally derived oocyte proteins which can result in early embryonic developmental arrest^39^. Various types of ubiquitin-mediated modifications are thought to have specific functions. As an ubiquitin ligase, activity of TRIP12 is indispensable for mouse embryogenesis. Gene inactivation of *Trip12* results in embryonic lethality during midgestation^40^. PLAA is required for the Ubiquitin-mediated sorting of membrane proteins from the early to late endosome, targeting them for lysosomal degradation^41^. However, to fully understand its role in oocyte maturation requires further investigation.

The observed differences in gene expression between siRNA injected and noninjected oocytes can be the resultant of three events. Either the presence of dextran that was co-injected to identify correctly injected oocytes changed gene expression; differences could be caused by the physical damage to cell organelles, chromosomes or cell membrane due to the injection procedure; or the interference of the injected siRNA with the genome or mRNA altered gene expression. 

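No list of genes that answer membrane injury, stress or foreign RNA passed in injected oocytes. The paper states that transcription is arrested between meiotic resumption and activation of the embryonic genome. A response by new mRNA may thus not show at metaphase II. Of 30 measured genes of double-stranded RNA sensing, 6 reached the mean RPM needed (median 1.70 RPM over the 30), and of 38 of membrane repair 21 did. These tests therefore do not show that a response was absent. Of 21 tested genes of plasma membrane repair, 19 of the heat shock response, 33 of the immediate-early, injury and DNA damage response, 23 of the RNA interference machinery and 6 of double-stranded RNA sensing and the interferon response, none passed limma and none when adjusted over the list alone. DESeq2 called none of the 8, 15, 16, 12 and 1 members to which it gave an adjusted p, in that order, so the others were not tested by it. At an unadjusted p under 0.05 the lists held 3, 3, 2, 2 and 0 genes in that order. VPS4B, an ESCRT ATPase of membrane repair, was at 7.16 ± 4.9 RPM in injected and 13.9 ± 7.76 RPM in non-injected oocytes (log2 fold change -0.65, adjusted p = 0.271, 11 of 12 from limma). CAPNS1 of the same list was higher (log2 fold change 0.60, adjusted p = 0.362, 12 of 12). In this list 10 members had a positive and 11 a negative log2 fold change. ATF4, a transcription factor of the stress response, was at 249 ± 72.8 against 322 ± 47.6 RPM (log2 fold change -0.40, adjusted p = 0.186, 9 of 12), and HSPA4, a chaperone, at 132 ± 60.0 against 163 ± 28.5 RPM (log2 fold change -0.40, adjusted p = 0.329, 9 of 12). DHX58, a sensor of double-stranded RNA, was at 157 ± 51.1 against 119.8 ± 32.7 RPM (log2 fold change 0.35, adjusted p = 0.41, 10 of 12), and TNRC6B, a partner of Argonaute proteins, at 358 ± 74.8 against 441 ± 85.3 RPM (log2 fold change -0.30, adjusted p = 0.298, 10 of 12). TDRD1, of the RNA interference list like TNRC6B, was higher (log2 fold change 0.55, adjusted p = 0.279 from limma, 11 of 12). In that list 14 members had a positive and 9 a negative log2 fold change. The adjusted p of these lists from camera was 0.732, 0.662, 0.732, 0.935 and 0.975 in the same order.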

At this stage it is not possible to exclude one of these events, although it seems highly likely that a cellular response to mechanical injury is associated with changes in gene expression.

We used RNA-seq to identify changes in the transcriptome of single oocytes after non-specific siRNA injection. Our results show that, after microinjection, cattle oocytes are just as capable of maturing to the MII stage during in vitro culture as non-injected oocytes. On the other hand, we detected 43 upregulated and 76 downregulated genes in the injected oocytes, mainly involved in the cytoskeleton, proteasome and ATP synthesis processes. This result demonstrates that there is a ‘background effect’ of microinjecting oocytes and indicates that one should be careful when interpreting data from microinjected oocytes.

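Proteasome subunits were lower as a list in injected oocytes by camera with a preset correlation (adjusted p = 0.0199). They did not pass with an estimated correlation (0.125) or by direction in fry, another list test (adjusted p = 0.107). Without regard to direction they passed fry (adjusted p = 0.0141). PSMA3 and PSMD1 are among the paper's 119 genes, whose values had been seen when the list was fixed, so the list is not independent of these oocytes. Of the 35 tested, 25 had a negative log2 fold change (median -0.13). None passed limma over all genes (7 at an unadjusted p under 0.05) and 2 were lower by DESeq2. The tally was 1 higher and 3 lower when adjusted over the list alone. PSMA3, a subunit of the catalytic core, was at 133 ± 45.8 RPM in injected and 197 ± 43.8 RPM in non-injected oocytes (log2 fold change -0.59, adjusted p = 0.0888, 11 of 12 from limma), and PSMD1, a subunit of the regulatory particle, at 1238 ± 174 against 1599 ± 272 RPM (log2 fold change -0.36, adjusted p = 0.113, 12 of 12). PSMA7, another core subunit, was at 1262 ± 293 against 1735 ± 513 RPM (log2 fold change -0.44, adjusted p = 0.158, 10 of 12), while PSMA4 was at 149.6 ± 24.5 against 109 ± 27.4 RPM (log2 fold change 0.46, adjusted p = 0.123, 12 of 12). Of the 8 proteasome assembly genes, none passed limma (3 at an unadjusted p under 0.05), 2 were lower by DESeq2, and 2 when adjusted over the list alone. In this list 4 had a positive and 4 a negative log2 fold change (median -0.01, adjusted p = 0.52 from camera), and PSMG3 was at 23 ± 9.47 against 14.3 ± 5.7 RPM (log2 fold change 0.53, adjusted p = 0.354, 8 of 12 oocytes above the median). The chaperones PSMG1 (311 ± 57.9 against 426 ± 71.4 RPM, log2 fold change -0.45, adjusted p = 0.0604, 12 of 12) and POMP (301 ± 43.3 against 386 ± 49.2 RPM, log2 fold change -0.36, adjusted p = 0.116, 12 of 12) were the 2 that DESeq2 called.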

## Materials and methods

### Oocyte collection and in vitro maturation

Cattle ovaries were collected from a slaughterhouse in the Netherlands and transported to the laboratory in a polystyrene box at room temperature, within 2 h after slaughter. After washing, the ovaries were maintained in 0.9% NaCl supplemented with 0.1% penicillin/streptomycin (10,000 U/ml; Gibco BRL, Paisley, UK) at 30 °C. Cumulus oocyte complexes (COCs) were aspirated from 2–8 mm follicles^42^. Only oocytes with a multi-layered, compact cumulus complex were selected for microinjection.

### Injection of siRNA into oocytes and in vitro maturation

Microinjection of a commercial, non-specific siRNA: UGGUUUACAUGUCGACUAA (D-001810-01, ON-TARGETplus Non-targeting siRNA #1, Dharmacon, Lafayette, OS, USA) and a mixture of three specific *PIWIL3* siRNAs: GUGACUAGGACAGAAUGGU, GAUACAGUCCAAUCUUACA, GAUGGAAACUCUUUGCUGU (Sigma-Aldrich, Zwijndrecht, the Netherlands) was as described previously^43^. In short, siRNA with a final concentration of 25 μM was mixed with 0.1 mg/ml tetramethylrhodamine (TRITC)labeled 3 kDa dextran (Dextran-TRITC; Molecular Probes, Eugene, OR, USA) in water. For microinjection, 6 denuded GV oocytes were transferred to a 5 μl drop of HEPES buffered M199 + 10% FCS overlaid by mineral oil in a 60 mm dish at 37 °C on an IX71 inverted microscope (Olympus, Leiderdorp, the Netherlands) equipped with a heated stage. 5 μl siRNA mix was loaded into a microinjection needle with a 30° angle and a tip with a 4.3–4.9 μm inner diameter (Eppendorf, Hamburg, Germany). A Femtojet pressure injection system (Eppendorf) was used to inject for 0.2 s at a pressure of 120 hpa. After injection, only oocytes with red fluorescence were selected for culture in 25 µm roscovitine (R7772-1MG, Sigma-Aldrich) in maturation medium without FSH for 16 h in a humidified atmosphere of 5% CO_2_-in-air at 38.5 °C, followed by maturation medium for 22 h (M199 supplemented with 0.02 IU/mL follicle-stimulating hormone [Sioux Biochemical Inc., Sioux Center, IA, USA], 10% FCS, 100 U/ml penicillin and 100 µg/mL streptomycin). Non-injected control oocytes were cultured in the same conditions. After maturation, oocytes with a first polar body were washed in PBS and individually collected into RNase free tubes containing 200 μl RNA lysis buffer and stored at − 80 °C until RNA isolation.

### RNA isolation, reverse transcription and quantitative RT-PCR

Total RNA was extracted using an RNeasy Micro Kit (Qiagen, Valencia, CA, USA) as per manufacturer’s instructions. For cDNA synthesis, 10 μl RNA was mixed with 4 μl 5 × RT buffer (Invitrogen, Breda, The Netherlands), 0.2 μl RNAsin (Promega, Leiden, The Netherlands), 0.75 μl Superscript III reverse transcriptase (Invitrogen), 0.4 μl random primers (Invitrogen), 2 μl DTT (Invitrogen) and 1 μl dNTP (Promega). Reverse transcription took place for 1 h at 55 °C, followed by 5 min at 80 °C before storage at − 20 °C.

The quantitative RT-PCR reactions were performed using a real-time PCR detection system (MyiQ Single-color Real-Time PCR Detection System; Bio-Rad Laboratories, Hercules, CA, USA) with IQ Sybr Green Supermix (Bio-Rad Laboratories). Amplification took place in 40 cycles of 95 °C for 15 s, 30 s at the primer-specific temperature (Supplementary Table 2) and 72 °C for 45 s each. The relative starting quantity was calculated based on the standard curve. Data normalization was performed using *GAPDH* and *SDHA* as reference genes with the same set of samples.

### Single oocyte RNA isolation and Cel-Seq

A total of 24 oocytes (12 non-specific siRNA injected, 12 non-injected, and 12 specific PIWIL3-injected) were collected for total RNA isolation using an RNeasy Micro Kit (Qiagen ) as per the manufacturer’s instructions.

Sequencing library preparation was performed using the CEL-seq2 protocol as described previously^17^ and sequencing was performed on an Illumina NextSeq500 using 75-basepairpaired-end sequencing (Utrecht Sequencing Facility).

Sequencing data were processed as described previously^44^. In brief, after demultiplexing, sequencing reads were mapped to a cDNA library, reads mapping to the same gene with identical UMI were counted as a single read.

### Identification of differentially expressed gene

In order to identify genes with altered expression levels, R package DESeq2 was used. A *P* value was computed based on Poissonian statistics and multiple testing corrected by the Benjamini–Hochberg method^45^. Genes with an adjusted p-value < 0.05 as calculated by DESeq2 were considered to have undergone significant gene enrichment. For identification of up and down-regulated genes in injected oocytes, a Cytoscape App ClueGO was used based on the terms “biological processes”, “cellular components” and “molecular function” in the *Bos taurus* database^46^. Statistical significance was set for a K score of 0.4. The function “GO Term fusion” was selected and GO term restriction levels were set at 1–20, with a minimum of one genes or 4% genes in each GO term。

## Supplementary information

Supplementary file 1.

Supplementary file 2.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^47^ and are accessible though GEO series accession number GSE139867 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139867).

# Supplementary material for: Microinjection induces changes in the transcriptome of bovine oocytes
**Source:** Sci Rep. 2020 Jul 8;10:11211. doi: 10.1038/s41598-020-67603-4

SUPPLEMENTARY INFORMATION

Microinjection induces changes in the transcriptome of bovine oocytes

Minjie Tan¹, Helena T.A. van Tol¹, Michal Mokry², Tom A.E. Stout³, Bernard A.J. Roelen^{3,*}

Supplementary Table 1

List of genes differentially expressed between non-injected and scrambled siRNA-injected oocytes, based on an adjusted p value < 0.05 with a fold change > 1.2 . Presented are the gene expression levels in individual oocytes.

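The table gives RPM values of 119 transcripts in each of the 24 oocytes, with 76 lower and 43 higher in the injected group. Its log2 fold changes are coded as non-injected minus injected, so a gene that is lower after injection has a positive value there. For all 119 the sign, turned to injected minus non-injected, is that of the limma fold change, and the median size difference between both sets of fold changes is 0.03 on the log2 scale.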

Supplementary Table 2. Primers used for quantitative RT-PCR

Gene	Accession number	Sequence (5'-3')	Direction	Annealing temperature
**<i>PIWIL3</i>**	XM_010814123.1	AGAAGGAGCTTCGAGACTGG	forward	61°C
		GATTCTGCTGCAAGGTCAGG	reverse	
**<i>GAPDH</i>**	NM_001034034.2	AGGCCATCACCATCTTCCAG	forward	61°C
		GGCGTGGACAGTGGTCATAA	reverse	
**<i>SDHA</i>**	NM_174178	GCAGAACCTGATGCTTTGTG	forward	64°C
		CGTAGGAGAGCGTGTGCTT	reverse	

Supplementary Figure 1. Microinjection of bovine oocytes with *PIWIL3* siRNA mixed with Dextran-TRITC at the germinal vesicle stage and cultured in roscovitine for 16 h before in vitro maturation. A) Brightfield (left) and fluorescence (right) images of matured *PIWIL3* siRNA injected oocytes. Red fluorescence indicates successful injection. Scale bar is 50 μ m. B) *PIWIL3* siRNA microinjection does not influence the maturation rate. C) Graph representing the relative *PIWIL3* mRNA expression levels as determined by quantitative RT-PCR in *PIWIL3* siRNA injected oocytes compared with scrambled siRNA injected and non-injected control oocytes. D) Venn diagram showing overlapping and unique transcripts in non-injected, scrambled siRNA injected and *PIWIL3* siRNA injected oocytes.

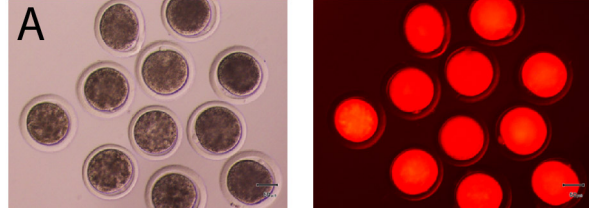

B

	PIWIL3<br>siRNA	Scrambled<br>siRNA	Non-<br>injected
Oocytes	19	21	24
Matured	16	17	18
Percentage<br>matured	84	81	75

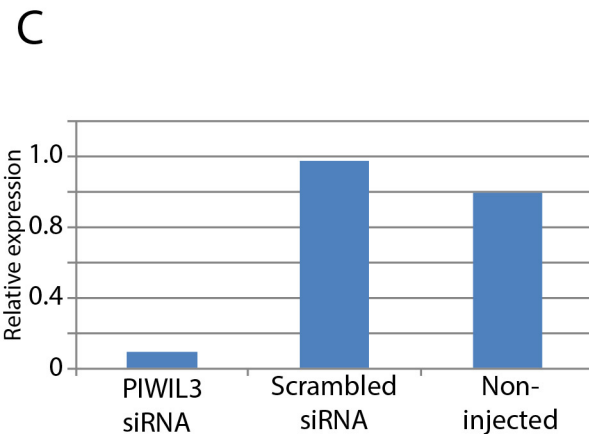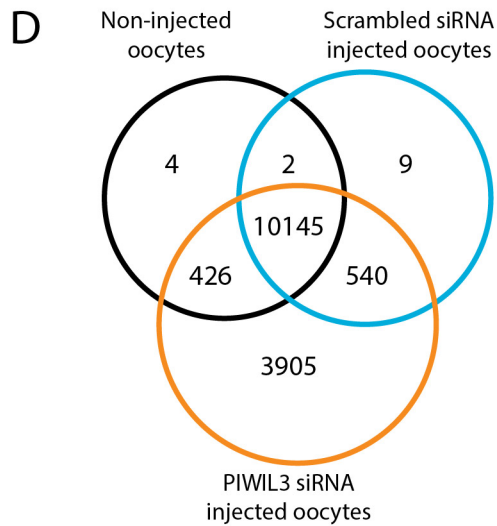

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

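RNA of 24 single bovine metaphase II oocytes, 12 injected with non-specific siRNA and 12 non-injected, was measured by CEL-seq2. The authors mapped the reads to a cDNA library, counted reads of the same gene with the same UMI once, and deposited RPM values for 17071 rows in 24 columns, all of which were used. The submitters' processing notes name the genome build UMD3.1, and the aligner is not given in the sources used here. The authors used DESeq2 for their comparison. Groups were taken from the sample titles and genotype labels and the paper, since the treatment label is the same for all 24 oocytes. Oocytes injected with PIWIL3 siRNA were not analysed here.

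Symbols came with 13625 rows of the table, 17 more rows were named from the paper's supplementary table by gene ID, and 3276 rows kept their ID alone. A further 153 rows name RNA classes without a gene ID, and were kept. They took 0.318% ± 0.228 (SD, n = 12) of the RPM in siRNA injected and 0.284% ± 0.121 (SD, n = 12) in non-injected oocytes. In 672 rows the symbol is shared with another row, so reads of near-identical copies may be split between them. In 17 rows a spreadsheet had turned the symbol into a date. UMI counts were recovered from the RPM values by undoing the correction for UMIs drawn more than once, with a capacity of 4048 found by a scan; 100% of the values were then whole within 0.001. These counts give the depth of each oocyte and were used for edgeR and DESeq2 as alternatives only.

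The main test was limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3 on log2(RPM + 5), over genes with a mean of at least 10 RPM, with Benjamini-Hochberg adjustment, called at an adjusted p under 0.05 and a fold change over 1.2. The alternatives edgeR 4.0.16 and DESeq2 1.42.0 ran on the recovered counts. Gene lists were tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation, with adjustment over 24 lists of at least 5 tested members. Of these, 22 had been fixed before the data were examined and 2 are the genes of the paper's Table 2. With an estimated correlation the calls of the paper's lists held and those of the other lists did not. Differences of single values between groups were tested with 100000 permutations, two-sided, and correlations with 10000 permutations, in Python 3.11.15 with scipy 1.17.1. Principal components were taken from the 500 genes of highest variance.

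The design, the alternatives and the gene lists were fixed before the data were examined, but the values of the 119 genes of Supplementary Table 1 and the first part of its statistics sheet, of which 1997 rows were held, had been seen, and no set test used that sheet. Genes named in the text are those the paper names, the 12 genes higher and the 12 lower with the smallest p past the threshold that have a symbol, and up to 4 members of each list with the smallest p. The genes ENSBTAG00000043557, ENSBTAG00000046335, ENSBTAG00000047329 and ENSBTAG00000009900, and those named for their weight on a principal component, were chosen after their values were seen. GAPDH and SLC6A8 matched no row, and 2 genes that the paper names are not reported here.

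The fits were tested on data simulated for the comparison of siRNA injected with non-injected oocytes, with 200 changed genes. Over the 7380 genes that its filter kept, limma recovered 17 of 67 genes changed by a fold of 1.5 (25.4%), 33 of 67 at a fold of 2 (49.3%) and 61 of 66 at a fold of 3 (92.4%), with 1 unchanged gene called. DESeq2, over 9345 genes, recovered 21 of 67, 37 of 67 and 61 of 66, with 4 unchanged genes called. With no changed gene both called 0. The simulated genes varied independently of each other, so these counts do not cover false calls from genes that move together. In other splits of the real oocytes DESeq2 on saturation-corrected molecules called up to 150 genes. The replicate numbers shared by the groups do not mark a shared animal or day in the sources used here. Other pseudocounts, filters, scalings, a depth covariate, a robust variance model and other detection rules were tried.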

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

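The fits without single oocytes, without the 2 siRNA injected oocytes 3 and 8, DESeq2 on saturation-corrected molecules, the summed RPM of a list, the splits for the number of genes at an unadjusted p under 0.05 and the test of components beyond the second were chosen only after the results were seen.

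SNORD14 (ENSBTAG00000043480) and ENSBTAG00000043557 passed limma and lie outside the 119 genes of the paper's supplementary table. SNORD14, a small nucleolar RNA that shares its symbol with other rows and is uncertain, was at 17.1 ± 12.3 against 45.6 ± 12 RPM in injected against non-injected oocytes, a log2 fold change of -1.36 (adjusted p = 0.0302 from limma, 0.033 from edgeR, lower in 12 of 12 oocytes, 227 UMIs in all). ENSBTAG00000043557, which has no symbol in the table, was at 36.3 ± 9.21 against 14.4 ± 13.1 RPM, a log2 fold change of 1.34 (adjusted p = 0.0415 from limma, not tested by edgeR, higher in 12 of 12 oocytes, 182 UMIs in all). DESeq2 gave neither an adjusted p.

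The list of the meiotic cell cycle and spindle is not among the terms that the paper discusses. It was lower in injected oocytes by camera (adjusted p = 0.00609, 0.125 with an estimated correlation), and by direction had an adjusted p of 0.0742 from fry. Without regard to direction the adjusted p from fry was 0.00544. Of its 52 tested members, 3 (RAD21, NCAPG and KIF5B) were lower in limma and none was higher, and 34 had a negative log2 fold change. By DESeq2 4 were lower, and 1 was higher and 7 lower when adjusted over the list alone. RAD21, NCAPG and KIF5B are among the paper's 119 genes, whose values had been seen when the list was fixed. The list is therefore not independent of these oocytes. CCNA2, cyclin A2, was at 561 ± 99.8 RPM in injected and 744 ± 147 RPM in non-injected oocytes (log2 fold change -0.40, adjusted p = 0.11, 11 of 12 oocytes below the non-injected median, from limma). Without siRNA injected oocytes 3 and 8 the list had an adjusted p of 0.058 (range 0.00187 to 0.058 over 11 alternatives at the preset correlation), and its summed expression was 2.85% ± 0.303 of RPM in injected and 2.96% ± 0.224 in non-injected oocytes (adjusted p = 0.391 over 24 lists, permutation test).

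The fourth principal component, which the paper does not show, held 6.45% of the variance and differed between the groups by 1.03 SD (two-sided permutation test, p = 0.00185, adjusted p = 0.0185 over 10 components), with 11 of 12 injected oocytes on the injected side of the non-injected median.

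The number of genes called by limma, 16, was reached by 1 of 100 splits of the 24 oocytes into 12 and 12, the real one included. The highest other split gave 1, so chance in the grouping is unlikely as its source. The 903 genes at an unadjusted p under 0.05 were reached by 3 of 100 splits, with 1190 in the highest other. Chance is less likely for this number but is not excluded. Where leaving out 1 oocyte moved the 16 calls of limma by over 1.5 times, they became 0 without non-injected oocytes 8, 10 and 11 in turn (888, 888 and 824 genes at an unadjusted p under 0.05), 5 without 1, 10 without 3, 4 without 6, 10 without 12 among the other non-injected oocytes. Among the injected oocytes they became 5 without 1, 25 without 3, 37 without 4, 2 without 6, 6 without 7, 7 without 8, 2 without 9, 1 without 10, 2 without 12. DESeq2 on saturation-corrected molecules called 119 genes, a number reached by 2 of 100 splits, with 150 in the highest other. The 5 gene lists that passed camera, of those fixed before the data were examined, were reached by 3 of 100 splits, with 6 in the highest other. When the lists were fixed, the values of the paper's 119 genes in these same oocytes had been seen. The lists are therefore not independent of the real grouping, and the splits are not a fair comparison for them. Of these 5 lists, 0 pass with an estimated correlation (adjusted p = 0.501 for the mitochondrially encoded mRNAs and 0.125 for the other 4, with an estimated correlation) and 3 pass without injected oocytes 3 and 8. Another split exceeded the real one in the DESeq2 number and in the number of lists. Chance in the grouping is less likely for both, for the lists with the preset correlation alone, but is not excluded. The injection, the dextran and the siRNA act on the same 12 oocytes, so the design does not separate them, and a difference in handling or library batch between the groups stays open because neither is given in the sources used here.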

How the results depend on the processing

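Leaving out single oocytes, leaving out siRNA injected oocytes 3 and 8 (highest share of RPM in rows without a gene ID), DESeq2 on saturation-corrected molecules, the gene lists without non-injected oocyte 11 and the summed RPM of lists were chosen only after the data were seen, and the cause of a change was not tested unless the setting itself shows it. The 6 higher and 10 lower genes of limma became 2 and 7 with a pseudocount of 1 RPM, 0 and 0 with no filter (1332 genes at an unadjusted p under 0.05, with more genes tested), 19 and 33 with a mean of at least 30 RPM (fewer genes tested), 2 and 10 with TMM, 14 and 17 with depth as a covariate, 12 and 22 with robust empirical Bayes, 0 and 0 without non-injected oocyte 11, the oocyte under 140909 UMIs (824 at an unadjusted p under 0.05), and 16 and 20 without injected oocytes 3 and 8. Counts of 21 and 29 came from edgeR, 38 and 74 from DESeq2, 40 and 74 from DESeq2 with its prior, and on saturation-corrected molecules 42 and 77 without and 39 and 74 with the prior. With a pseudocount of 20 RPM, median-of-ratios scaling or no minimum fold they stayed within 1.5 times (7 and 10, 5 and 9, 6 and 10). With the replicate block they were 6 and 5. The numbers do not pair the oocytes, since 2 of 12 same-number pairs correlated above 0.1 (-0.122 to 0.171) and 1 of 24 oocytes was closest to its own number. Leaving out each oocyte in turn gave 0 to 14 higher and 0 to 23 lower genes. For non-injected oocytes the pairs in which a number moved by over 1.5 times were 3 and 2 without 1, 6 and 4 without 3, 6 and 5 without 4, 1 and 3 without 6, 10 and 10 without 7, 0 and 0 without 8, 0 and 0 without 10, 0 and 0 without 11, 4 and 6 without 12. For siRNA injected oocytes they were 1 and 4 without 1, 3 and 8 without 2, 10 and 15 without 3, 14 and 23 without 4, 1 and 1 without 6, 3 and 3 without 7, 3 and 4 without 8, 1 and 1 without 9, 0 and 1 without 10, 1 and 1 without 12. The fits without non-injected oocytes 8, 10 and 11 had 888, 888 and 824 genes at an unadjusted p under 0.05, and no other tool was run without single oocytes. All 119 genes of the supplementary table kept their direction in the 16 other settings run on all genes, and none of the 105 named genes reversed where tested in them. The number of lists fixed beforehand that passed camera was 5, 3 without injected oocytes 3 and 8, 0 with an estimated correlation and 4 or 5 in the other settings. Genes detected in 1 group alone numbered 1226 (injected) and 1012 (non-injected) at a minimum of 1 of 12 oocytes, and 2 and 2 when 0 of 12 oocytes of the other group were allowed. With a mean of at least 30 RPM the within minus between correlation was 0.0102 (p = 0.0183), and with a pseudocount of 1 RPM the second component, another axis (Pearson r = 0.145 with PC2), differed by -1.09 SD (p = 0.00036). The difference in detected genes, the RPM distribution, PC1 and the variance explained by injection kept their side of the threshold in all settings run. Depth limits genes near 1 UMI, which was worth up to 7.35 RPM. Sites for the siRNA seed were not run, since no annotated 3 prime UTRs were used here.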

Differences from the paper's values

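DESeq2 on saturation-corrected molecules and the fits without single oocytes or without injected oocytes 3 and 8 were the tests chosen only after the values were seen. At the paper's thresholds, the paper gives 43 genes higher after injection and the main test here gives 6. Of the 14 alternatives set before the data were examined, DESeq2 on the recovered UMI counts (38) and DESeq2 with its prior (40) do not differ from the paper by over 1.5 times, and the other 12 do. The paper gives 76 genes lower after injection, against 10 here, and again DESeq2 (74) and DESeq2 with its prior (74) do not differ and the other 12 do. DESeq2 leaves 10 of the paper's 119 genes uncalled and DESeq2 with its prior 8, and the main test leaves 105 uncalled. DESeq2 on saturation-corrected molecules, chosen after seeing the values, gives 42 higher and 77 lower and drops 2 of the paper's 119 genes, and with the prior it gives 39 and 74 and drops 8. Of the paper's 119 genes, limma calls 14, against 49 with a mean of at least 30 RPM, 49 by edgeR, 31 with robust empirical Bayes, 27 with a depth covariate, 15 with a pseudocount of 20 RPM, 12 with median-of-ratios scaling, 10 with TMM, 9 with the replicate block, 8 with a pseudocount of 1 RPM, and 0 with no filter and without non-injected oocyte 11. The fit without injected oocytes 3 and 8, chosen after seeing the values, calls 28 of them and drops 91. The fits without single oocytes, also chosen after seeing the values, call genes of the paper that limma over all oocytes does not when non-injected oocytes 2, 3, 4, 5, 7 and 9 and siRNA injected oocytes 3, 4, 5, 8 and 11 are left out in turn. Over the 24 fits the number of the 119 dropped runs from 86 to 119.

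PC1 held 20.0% of the variance here and about 31% in Fig. 3B, read by eye. The caption of Fig. 3B speaks of the differentially expressed genes, and the paper does not give its scale. Here the 500 genes of highest variance on log2(RPM + 5) were used, so the gene sets and scales may be unlike. Of the alternatives, a pseudocount of 20 RPM gives 31.2% and does not differ, while all tested genes (16.1%), a pseudocount of 1 RPM (12.5%) and median-of-ratios scaling (18.0%) do.

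The discussion states that ACTR2 was higher after injection. It was lower here, with a log2 fold change of -0.49 (adjusted p = 0.166 from limma), and lower also in the 16 alternatives run on all genes, of which the DESeq2 fits call it (adjusted p = 0.0326 on the recovered UMI counts). The paper's supplementary table, turned to injected minus non-injected, gives -0.48 for ACTR2. Of the paper's Table 2 genes, 12 of 12 tested up-regulated and 8 of 8 tested down-regulated ones have the paper's direction here. None passes the main test, while DESeq2 on the recovered UMI counts calls 9 and 8. On saturation-corrected molecules, chosen after seeing the values, DESeq2 also calls GNB2 (adjusted p = 0.0483) and HMGB2 (adjusted p = 0.0499). CDKAL1 stays uncalled there (adjusted p = 0.0503). By edgeR ATP5H (adjusted p = 0.0424), UBE2C (adjusted p = 0.0463) and GNA11 (adjusted p = 0.0424) are called, among others. A mean of at least 30 RPM, a depth covariate and robust empirical Bayes call ATP5H (adjusted p = 0.0341, 0.0438 and 0.0480).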

Other observations

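The summed RPM of lists, with and without the most abundant genes, the comparison of the smaller groups of detected genes, the gene list tests without non-injected oocyte 11 or without injected oocytes 3 and 8, and the test of whether the mitochondrial mRNAs move together were chosen only after the results were seen.

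Genes of maternal mRNA translation and decay were lower as a list in injected oocytes (adjusted p = 0.0197 from camera, 0.125 with an estimated correlation). By direction the adjusted p from fry was 0.0742, and without regard to direction 0.00292. Of the 51 tested members 32 had a negative log2 fold change. None passed limma (9 at an unadjusted p under 0.05), 3 were lower by DESeq2 and 1 when adjusted over the list alone. PAPOLG, a poly(A) polymerase, was at 937 ± 71 RPM in injected and 1315 ± 302 RPM in non-injected oocytes (log2 fold change -0.46, adjusted p = 0.052, 12 of 12 oocytes in that direction, from limma), and YTHDF3, a reader of methylated mRNA, at 99 ± 29.4 against 136 ± 23 RPM (log2 fold change -0.47, adjusted p = 0.145, 10 of 12), while CNOT3, a subunit of the deadenylase complex, was at 153 ± 38.9 against 112 ± 22 RPM (log2 fold change 0.42, adjusted p = 0.182, 11 of 12). With a mean of at least 30 RPM the list had an adjusted p of 0.0657 (range 0.00249 to 0.0657 over 11 alternatives at the preset correlation). PAPOLG and YTHDF3 are among the paper's 119 genes, whose values had been seen when the list was fixed, so the list is not independent of these oocytes.

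Histones were higher as a list (adjusted p = 0.0487 from camera, 0.125 with an estimated correlation), and by direction had an adjusted p of 0.0737 from fry. None of 10 tested passed limma (4 at an unadjusted p under 0.05), 1 was called by DESeq2 and 4 were higher when adjusted over the list alone. The linker histones HIST1H1C (153 ± 38 against 95.7 ± 36.1 RPM, log2 fold change 0.71, adjusted p = 0.0751, 11 of 12), HIST1H1E (144 ± 38.8 against 97.3 ± 41.9 RPM, log2 fold change 0.63, adjusted p = 0.179, 10 of 12) and H1FOO, the oocyte form (920.2 ± 208 against 714 ± 125 RPM, log2 fold change 0.35, adjusted p = 0.211, 9 of 12), were among its members. Histone genes have near-identical copies, so single values are uncertain. HIST1H1C is among the paper's 119 genes, whose values had been seen when the list was fixed. The list does not pass without non-injected oocyte 11 (adjusted p = 0.0706), without injected oocytes 3 and 8 (0.116), with a pseudocount of 1 RPM (0.054), or with median-of-ratios (0.0558) or TMM scaling (0.0691), with a range of 0.0359 to 0.116 over 11 alternatives at the preset correlation. Of 45 ribosomal protein genes none passed limma (3 at an unadjusted p under 0.05), DESeq2 (40 given an adjusted p) or the test adjusted over the list alone (adjusted p = 0.239 from camera), and of 14 transporters and ATPases 0 passed limma (5 at an unadjusted p under 0.05), 2 were lower by DESeq2, and 1 was higher and 4 lower when adjusted over the list alone (adjusted p = 0.406).

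Summed over a list, proteasome subunits took 0.69% ± 0.056 of RPM in injected and 0.818% ± 0.0889 in non-injected oocytes (permutation p = 0.0004, adjusted p = 0.0024 over 24 lists, 0 of 12 injected oocytes above the non-injected median), and the sum still differed without PSMA7 and PSMD1, its 2 most abundant genes (adjusted p = 0.0066). Proteasome assembly genes took 0.0977% ± 0.00925 of RPM in injected and 0.118% ± 0.00574 in non-injected oocytes (adjusted p = 0.00024, 0 of 12 above). This difference rests on PSMG1 and POMP, since without them the sum was 0.0365% and 0.0373% (adjusted p = 0.859). Cumulus and granulosa markers took 0.299% ± 0.0482 of RPM in injected and 0.247% ± 0.0225 in non-injected oocytes (adjusted p = 0.00912, 11 of 12 above), a difference that rests on RGS2, since without it the sum was 0.0589% and 0.0578% (adjusted p = 0.852). Lower sums were also found for palmitoyltransferases and partners (0.177% against 0.204%, adjusted p = 0.00682, 1 of 12 above), maternal mRNA translation and decay (1.28% against 1.42%, adjusted p = 0.0161, 0 of 12 above) and translation initiation factors (0.985% against 1.05%, adjusted p = 0.0233, 3 of 12 above), and higher sums for histones (0.373% against 0.323%, adjusted p = 0.0233, 11 of 12 above) and G-protein subunits (0.187% against 0.17%, adjusted p = 0.0353, 10 of 12 above). Without its most abundant gene the adjusted p was 0.298 for palmitoyltransferases and 0.95 for G-protein subunits. Without the 2 most abundant it was 0.187 for maternal mRNA translation and decay, 0.0926 for histones and 0.00384 for translation initiation factors. Every list named here overlaps with the 119 genes that the paper called on these same oocytes. PSMG1, POMP, GOLGA7, SPTLC1, GNA11, GNB2 and RGS2 are among them. The values of these genes had been seen when the lists were fixed, so the p-values of the sums are not independent evidence.

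The 610 genes detected in injected oocytes alone and the 491 detected in non-injected oocytes alone were compared with other splits of the 24 oocytes into 12 and 12. In 73 of 100 splits, the real one included, the group with more such genes had at least 610, with 1121 in the highest other split. In 25 of 100 the group with fewer such genes had at least 491, with 552 in the highest other. Chance in the grouping is therefore not excluded for either number. When every oocyte was thinned to the lowest number of UMIs the numbers were 652 and 557.

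The mRNAs encoded in the mitochondrial genome passed camera as a list with a preset correlation and not with an estimated correlation (adjusted p = 0.501 with an estimated correlation), and took 3.23% ± 1.01 of RPM in injected and 2.76% ± 0.828 in non-injected oocytes in sum. With depth as a covariate the list passes camera at the preset correlation (adjusted p = 0.000805, range 4.22e-07 to 0.00365 over 11 alternatives at that correlation). With an estimated correlation the list fails even without that covariate, so this pass cannot decide on a difference in UMIs between the oocytes. The summed RPM of the list did not run with the UMIs (Pearson r = 0.171, permutation p = 0.423, n = 24). Members that move together, so that few oocytes decide, stay a candidate explanation, since the sums do not differ by more than the spread between oocytes (permutation p = 0.230, 9 of 12 injected oocytes above the non-injected median). An effect of injection on mitochondrial RNA also stays open.

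The paper's Fig. 3A gives more genes in both groups than the 10086 found here, and fewer in each group alone, at the same group totals. Joining the lists of detected genes by symbol in place of row gives 9945 genes in both groups, which is not the paper's number either. PC1 correlated with the UMIs of the oocyte at Pearson r = 0.385 (permutation p = 0.0623, adjusted p = 0.0831 over 8 relations, Spearman rho = 0.433, p = 0.0349). Without the 2 farthest oocytes r was 0.409. The r of 0.385 lies below the bound of 0.4 set before the test by less than its standard error, 0.178. Whether depth accounts for PC1 thus cannot be told. PC1 also ran with the share of RPM in rows without a gene ID (Pearson r = 0.669, permutation p = 0.0006, adjusted p = 0.0024). Without the 2 oocytes farthest in that share r was 0.433.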
